# Multifaceted Stoichiometry Control of Bacterial Operons Revealed by Deep Proteome Quantification

**DOI:** 10.3389/fgene.2019.00473

**Published:** 2019-05-24

**Authors:** Jing Zhao, Hong Zhang, Bo Qin, Rainer Nikolay, Qing-Yu He, Christian M. T. Spahn, Gong Zhang

**Keywords:** operons, proteome quantification, HRM-MS, multifaceted stoichiometry control, mass-spectrometry, DIA, translation

## Abstract

More than half of the protein-coding genes in bacteria are organized in polycistronic operons composed of two or more genes. It remains under debate whether the operon organization maintains the stoichiometric expression of the genes within an operon. In this study, we performed a label-free data-independent acquisition hyper reaction monitoring mass-spectrometry (HRM-MS) experiment to quantify the *Escherichia coli* proteome in exponential phase and quantified 93.6% of the cytosolic proteins, covering 67.9% and 56.0% of the translating polycistronic operons in BW25113 and MG1655 strains, respectively. We found that the translational regulation contributes largely to the proteome complexity: the shorter operons tend to be more tightly controlled for stoichiometry than longer operons; the operons which mainly code for complexes is more tightly controlled for stoichiometry than the operons which mainly code for metabolic pathways. The gene interval (distance between adjacent genes in one operon) may serve as a regulatory factor for stoichiometry. The catalytic efficiency might be a driving force for differential expression of enzymes encoded in one operon. These results illustrated the multifaceted nature of the operon regulation: the operon unified transcriptional level and gene-specific translational level. This multi-level regulation benefits the host by optimizing the efficiency of the productivity of metabolic pathways and maintenance of different types of protein complexes.

## Introduction

An operon is a cluster of genes transcribed in a single mRNA. This principle is conserved across bacterial and archaeal genomes, as well as mitochondria and chloroplast (Wolf et al., 2001; Price et al., 2005; Zheng et al., 2005). Operons are also found in virus and some lower eukaryotes, including yeasts, nematodes, and insects (Blumenthal, 2004; Ben-Shahar et al., 2007; Osbourn and Field, 2009; Pi et al., 2009; Gordon et al., 2015). In a typical bacterial genome, more than half of the protein-coding genes are organized in multigene operons. A classical bacterial operon generates an mRNA strand with polycistronic structure containing multiple coding sequences and are translated together in the cytoplasm. These genes are often of related functions, for example, to build a protein complex or to participate in one metabolic pathway. Therefore, grouping related genes as operons under the control of a single promotor is often thought to simplify the regulation of gene expression for rapid adaptation to environmental changes.

An intuitive presumption of the operon organization is to maintain stoichiometry of the gene products. It was argued that co-regulation could be evolved by merging two independent genes in proximity together under the control of the same promoter, to reduce the control complexity (Lawrence and Roth, 1996; Osbourn and Field, 2009), Li et al. (2014) measured protein synthesis rates by using ribosome profiling and implied that the synthesis rates quantitatively might reflect the stoichiometry of the protein complexes. Studies showed that an operon with one complex promoter might be better than two independent promoters; organization of genes in operons substantially reduces the shortfall in production of complex-forming individual proteins (Iber, 2006; Osbourn and Field, 2009). However, recent advances of omics techniques raised counter-arguments. A transcriptome-level study revealed that certain adjacent genes within one operon are not similarly transcribed in *M. pneumoniae*. In half of the polycistronic operons, genes exhibited a decaying expression according to its rank in the operon, which is termed “staircase-like decay behavior” (Guell et al., 2009). Considering the widespread post-transcriptional regulations including translational control and protein turnover (Schwanhausser et al., 2011), it is still under intensive debate whether this “staircase-behavior” influences the protein abundance (Maier et al., 2011; Schmidt et al., 2011; Arike et al., 2012).

Theoretically, proteins in a complex should follow the stoichiometry, while the proteins involved in the same pathway may need differential expression controls (Guell et al., 2009). For example, the enzymes in various amino acids synthesis pathways are regulated in single-input modules (SIMs). A series of such enzymes are successively expressed in one operon (Zaslaver et al., 2004; Seshasayee et al., 2006). Meanwhile, the different catalytic kinetics of these enzymes determines that these enzymes should not be expressed at the same quantity (Zaslaver et al., 2004). These genes tend to duplicate to evolve a larger gene regulatory network (Teichmann and Babu, 2004), indicating their regulation is less stringent, and an operon arrangement might be unnecessary. Therefore, a more detailed proteome-wide and quantitative investigation is necessary to discover the scope and impact of the operons in gene expression regulation.

A method capable to assess a quantification of the proteome should be used in this case. Although stable isotope labeling methods are more accurate than label-free mass-spectrometry (MS) methods (Arike et al., 2012), the isotopes may affect the physiology of the bacteria (Xie and Zubarev, 2015). The isotope labeling is more suitable for comparative quantification of multiple samples than estimating abundance of the proteins within one sample (Neilson et al., 2011). Therefore, label-free MS methods should be used. Arike et al. (2012) compared three label-free quantification methods (iBAQ, emPAI, and APEX) and found a staircase-like protein expression in most of the transcription units, and found high correlation abundances between some well-known complex subunits. In contrast, Schmidt et al. (2011) found only 5% “staircase behavior” for *L. interrogans* operons on the proteome level. These contradictory results reflected the cons of these label-free MS approaches: the technical variations and relatively low number of quantified proteins restricted the accurate and in-depth coverage of operon-controlled genes.

In this work, we set out to tackle these problems by employing a highly accurate label-free method, DIA (data-independent acquisition) (Purvine et al., 2003), to obtain quantification of the proteins constituting the *Escherichia coli* proteome with a high coverage and high accuracy. DIA is a MS-based proteomics method used in peptide quantification, in which all ions within a selected m/z range are fragmented and analyzed in a second stage of tandem mass spectrometry (Law and Lim, 2013). Although not suitable for discovery-based applications, DIA provides accurate peptide quantification without being limited to profiling predefined peptides of interest (Chapman et al., 2014; Doerr, 2015). This allowed us to investigate the protein abundances within operons and thus to interrogate the possible stoichiometry in operons of different functions.

## Materials and Methods

### MS Sample Preparation

*Escherichia coli* K-12 sub-strains BW25113 and MG1655 were cultivated on glucose M9 minimal medium at 37°C in flasks to mid-exponential phase (OD_600_ = 0.6) and then harvested in 45 mL volume, immediately cooled in ice water, and then centrifuged at 10,000 × *g* for 5 min. The pellet was washed once with PBS, centrifuged at 10,000 × *g* for 5 min again. Pellet was re-suspended on ice with lysis buffer (5 M urea/2 M thiourea in 10 mM HEPES, pH 8.0), and were sonicated and centrifuged at 17,000 × *g* for 30 min in a table-top centrifuge to remove cell debris. Supernatant was collected, and protein concentrations were determined with a Bradford Protein Assay (Bio-Rad Protein Assay Dye Reagent Concentrate, Cat. #500-0006).

For proteome analysis, we employed in-solution protein digestion with a filter-aided sample preparation (FASP) method (Zhang et al., 2017). 1 mg of protein was subjected to reduction (8 M urea and 50 mM DTT at 37°C, 1 h), followed by alkylation with 100 mM iodoacetamide (IAA) in dark at room temperature for 30 min. The solution was transferred to the 30 kDa ultracentrifuge filters (Millipore). Proteins were washed with 8 M urea, and four sequential buffer changes were performed using 50 mM TEAB, respectively. Trypsin (Promega) was then added into the filter at a mass ratio of 1:20 for Proteins digested in 130 μL 50 mM TEAB at 37°C for 12 h. The released peptides were collected by centrifugation and dried with a cold-trap speed vacuum.

### MS Experiments

One microgram of sample abovementioned peptides was analyzed on a C18 column (50 μm × 15 cm, 2 μm, Thermo Fisher) by using an EASY-nLC 1200 UHPLC connected to an Orbitrap Fusion Lumos mass spectrometer (Thermo Scientific). The peptides with the iRT-standard (1/10 by volume, Biognosys, HRM Calibration Kit: Ki-3003) were separated by a linear gradient from 6 to 30% ACN with 0.1% formic acid at 270 nL/min for 100–130 min and linearly increased to 90% ACN in 20 min. For the data-dependent acquisition (DDA), the source was operated at 2.0 kV. The DDA scheme included a full MS survey scan from *m/z* 400 to *m/z* 1500 at a resolution of 60,000 FWHM with AGC set to 4E5 (maximum injection time of 50 ms), followed by MS/MS scans at a resolution of 15,000 FWHM with AGC set to 5E4 (maximum injection time of 30 ms), data-dependent mode was set to top speed. Isolation window was 1.6. Dynamic exclusion was set to 90 s with a 10 ppm tolerance around the selected precursor. For the DIA hyper reaction monitoring (HRM-MS), individual tryptic peptide samples were mixed with the iRT-standard (1/10 by volume) and analyzed by the same method as DDA used. The method consisted of a full MS1 scan at a resolution of 60,000 FWHM from *m/z* 350 to *m/z* 1,200 with AGC set to 4E5 (maximum injection time of 30 ms) followed by 40 non-overlapping DIA windows acquired at a resolution of 30,000 FWHM with AGC set to 5E5 (maximum injection time of 50 ms), cycle time, 3.28 s. The MS/MS isolation windows were listed in Supplementary Table S1. For comparison, standard DDA MS experiment was performed as above. All MS raw data have been deposited in iProX with accession number: IPX0001095000 and ProteomeXchange with identifier PXD010126.

### Spectral Library Generation

To generate the spectral library, three DDA measurements of the mixed samples were performed. Raw DDA datasets were searched against a combined database of the NCBI database of *Escherichia coli* str. K-12 (GCF_000005845.2_ASM584v2, 4140 entries) and the iRT standard peptides sequence using the Sequest HT (Proteome Discoverer v2.1) local server. Common contaminants in the database included trypsin and keratins. Precursor and product ion spectra were searched at an initial mass tolerance of 10 ppm and fragment mass tolerance 0.02 Da, respectively. Tryptic cleavage was selected, and up to two missed cleavages were allowed. Carbamidomethylation on cysteine (+57.021 Da) was set as a fixed modification, and oxidation (+15.995 Da) on methionine was assigned as a variable modification. A target-decoy-based strategy was applied to control peptide and protein false discovery rates (FDRs) at lower than 1%. Confident protein identifications should suit the following criteria: (1) protein level FDR ≤ 1%; (2) unique peptides ≥ 1 or 2; (3) peptide length ≥ 6 or 7 aa. The search result was exported in a pdResult file format containing the annotation of precursors and fragment ions and their exact retention times. The pdResult file was then imported into Spectronaut Pulsar 11 (Biognosys) to generate the spectral library used for HRM-MS data analysis, which yielded 14608 unique peptide sequences in 2041 protein groups with BW25113, and 8822 unique peptide sequences in 1607 protein groups with MG1655. A subset of identified peptides was used in library creation as modification parameter was set none. The generated spectral libraries were exported from Spectronaut as in Supplementary Table S2.

### Protein Identification and Quantification

The DIA data were then analyzed with Spectronaut Pulsar 11 with the spectral library, which is a mass spectrometer vendor independent software for SWATH/DIA data analysis. Raw data were analyzed according to the user manual of the software. Default settings were setup for protein identification and peak area calculation. Raw data were converted into HTRMS files and imported to Spectronaut Pulsar 11 by choosing the matched database fasta file and spectral library, with the default settings of the Spectronaut Pulsar 11: (1) Calibration: calibration mode, automatic; iRT calibration strategy, non-liner iRT calibration. (2) Identification: decoy limit strategy, dynamic; decoy method, mutated; machine learning, per run; precursor q-value (peptide FDR) cutoff, 0.01; protein q-value (protein FDR) cutoff, 0.01; *p*-value estimator, kernel density estimator. (3) Workflow: default labeling type, label; profiling strategy, none; unify peptide peaks, false. (4) Quantification: interference correction, true; major(protein) grouping, by protein-group id; major group quantity, mean peptide quantity; minor (peptide) grouping, by stripped sequence; minor group quantity, mean precursor quantity; minor group top n, true; min, 1; max, 3; quantity MS-level, MS2; quantity type, area; data filtering, *q*-value; cross run normalization, true; row selection, *q*-value sparse; normalization strategy, local normalization. (5) Reporting: scoring histograms, true; pipeline report schema, protein quant; pipeline reporting unit, experiment. (6) Protein inference: protein inference workflow, automatic. (7) Data extraction: MS1 mass tolerance strategy, dynamic; correction factor, 1; MS2 mass tolerance strategy, dynamic; correction faction, 1. (8) Post analysis: differential abundance grouping, major group (quantification settings); smallest quantitative unit, precursor ion (summed fragment ions); use top n selection, false. (9) Retention time were used to assist identification. XIC extraction: XIC RT extraction window, dynamic; correction factor, 1. After peak extraction and area calculation were performed, the result was exported as the table format for further quantification analysis in Microsoft Excel. All MS raw data, Proteome Discoverer report (^∗^.msf file) and the constructed spectra library have been deposited in iProX with accession number: IPX0001095000 and ProteinXchange with identifier PXD010126. The relationship of submitted raw data are shown in Supplementary Data.

Protein abundances was calculated by using Spectronaut Pulsar protein pivot report, those proteins quantified by Spectronaut pulsar but not identified by Proteome Discoverer and not met the confident protein identifications criteria were removed. The abundances of identified proteins were calculated as follow procedure. Supposed that top 500 abundant proteins of *E. coli* can represent total protein copy numbers of a cell. Concentration of HRM-MS protein copies per cell was calculated based on the means of 500 most abundant protein quantities computed by other three label-free methods (APEX, iBAQ, PAI) downloaded from Arike et al. (2012). HRM-MS intensity could be converted to protein copies per cells by coefficient *k*, which is defined by the following formula.

*B*_i_ is copy numbers of the gene in iBAQ dataset.

*P*_i_ is copy numbers of the gene in emPAI dataset.

*A*_i_ is copy numbers of the gene in APEX dataset.

*D*_i_ is correspondence protein intensities of the gene quantified in HRM-MS dataset.

(1) $$k=\frac{\sqrt[{n}]{\prod_{i=0}^{n}\frac{\left(\mathrm{Bi}+\mathrm{Pi}+\mathrm{Ai}\right)}{3}}}{\sqrt[{n}]{\prod_{i=0}^{n}\mathrm{Di}}}$$

The amount of individual proteins was calculated as the product of conversion coefficient *k* to their intensity in the HRM-MS measured sample.

(2) Protein copy number=k×Di

The calculations were performed by in-house generated python scripts. All scripts used in this study can be downloaded in the Supplementary Materials (Supplementary Scripts).

### Coefficient of Variation of Protein Abundance in the Operons

Coefficient of variation (CV), which is defined as the ratio of the standard deviation to the arithmetic mean. Standard deviation is normalized by *n* − 1 by default (*n* is sample size). The CV of proteins within one operon is defined as the ratio of the standard deviation of protein quantities within this operon to the arithmetic mean of all protein quantities within this operon. For multi-gene operons (protein numbers ≥ 2), CV was calculate as follows:

(3) $$\mathrm{CV}=\frac{\sqrt[{2}]{\frac{{\sum_{i=1}^{n}\left(x_{i}-\bar{x}\right)}^{2}}{n-1}}}{\mathrm{mean}}\times 100\%$$

where *x_i_* is the abundance of the *i*-th gene in this operon. To be noted, the CV calculation was only performed within one operon, not across the operons.

The CV of the protein half-life in the operons were calculated in the same way. Protein half-life time in the M9 minimal medium was from our previous work (Zhong et al., 2015).

### Data Randomization

To compare with the real operon CV level if protein abundances in operons have stoichiometry control, we reshuffled the protein quantities detected in the polycistronic operons (846) randomly to each protein ID, the generated dataset was used as randomized negative control. Randomized protein quantities in “2-/3-/4-/≥5-protein” operons were extracted from this randomized negative control data.

### Operon and Gene Ontology (GO) Analysis

Operon library of *Escherichia coli* str. K-12 were downloaded from the DOOR^2^ database (Mao et al., 2014) (NC_000913). Protein GI numbers were converted to proper identifiers by DAVID Gene Accession Conversion Tool (Huang et al., 2007). The quantified proteins were integrated to the operon data. The PANTHER Version 13.0 (released 2017-11-12^1^) (Mi et al., 2017) was used to perform the GO overrepresentation analysis with the significance threshold of 0.01, the quantified proteins of *Escherichia coli* in our work was selected as the background proteome, the Fisher’s Exact test was used to obtain *p*-values and ‘GO slim’ category were used. The protein subcellular localization data of *E. coli* was downloaded from EcoProDB (Yun et al., 2007).

### Complex and Pathway Classification

The operon contains more than or equal to two genes were called polycistronic operons. Among polycistronic operons, those ≥90% genes in operon encoded subunits of one protein complex is selected and classified as “Complex” group, others were classified as “Pathway” group.

### Physical and Chemical Features of Proteins

The protein lengths in amino acids were obtained from the NCBI of *Escherichia coli* str. K-12 (GCF_000005845.2_ASM584v2, 4140 entries). Information of the hydrophobicity was calculated by Gravy Calculator^2^. In addition, the isoelectric point, protein length, instability and hydrophobicity distribution were calculated by using python 2.7 scripts and Biopython libraries.

### Experimental Design and Statistical Rationale

To increases the precision of protein expression measurements of the entire *E. coli* proteome quantification, two biological replicates of BW25113 and MG1655 each were cultured in M9 minimal medium to mid-exponential phase and were harvest, then processed to HRM-MS analysis independently. iRT-standard (Biognosys, HRM Calibration Kit) was added to the peptides with 1/10 by volume. The peptide mixture of two biological replicates of each strain were used and performed LC-MS for three times for spectral library creation. Proteome Discoverer 2.1 and Spectronaut Pulsar 11 were used to generated spectral library, and Spectronaut Pulsar 11 was used to quantify the protein groups with little modified parameters. Kolmogorov–Smirnov test (KS-test) were used to compare the distributions between CVs at transcriptome, translatome and protein level, and Mann-Whitney U-test were used to compare the difference between complex and pathway operons.

### mRNA Sequencing

*E. coli* strain BW25113 was cultivated on glucose M9 minimal medium at 37°C in flasks to mid-exponential phase (OD_600_ = 0.6) with 100 μg/mL chloramphenicol added 15 min before harvest, then the cells were centrifuged at 5,000 × *g* for 10 min at 4°C, followed by thrice washed with pre-chilled PBS. Cell pellet was then re-suspended in 6 mL pre-chilled sucrose-buffer solution [16 mM Tris (pH 8.1) supplemented with 0.5 M RNase-free sucrose, 50 mM KCl, 8.75 mM EDTA, 100 μg/mL chloramphenicol, 12.5 mg/mL lysozyme] and gently stirred for 5 min on ice. Then the cells were centrifuged 5,000 × *g*, 10 min. Total RNA was extracted by Trizol method, and mRNA-seq libraries were prepared using standard MGIEasy^TM^ mRNA Library Prep Kit V2 following the manufacturer’s protocol. Sequencing was performed on a BGISEQ-500 sequencer for 50 cycles, single-ended mode. This dataset was deposited in the GEO database under the accession number GSM3489376, GSM3489377.

### Analysis of Sequencing Data

The RNA-seq dataset of *E. coli* strain MG1655 were obtained from Haft et al. (2014) (GEO accession number: GSM1360030, GSM1360031, GSM1360042, GSM1360043) and Bartholomaus et al. (2016) (SRA accession number: SRR2016457). The datasets of strain BW25113 were generated as described above. For all datasets, adapters was trimmed from the reads. Reads were mapped to coding sequence of *E. coli* reference genome (GenBank: U00096) using FANSe3 algorithm (Liu et al., 2017) with the parameters -E3 -S10 –indel. Genes with at least 10 mapped reads were considered quantifiable (Bloom et al., 2009). The expression levels were estimated in rpkM.

## Results

### Near-Complete *E. coli* Cytosolic Proteome Quantification Using HRM-MS

To assess the quantification power and reproducibility of the HRM-MS method, we performed two biological replicates of *E. coli* total soluble proteins of strain BW25113 and MG1655. When using the previous identification criteria (at least one unique peptide, peptide length ≥6 amino acids) (Arike et al., 2012), our HRM-MS results quantified 1951 and 1571 proteins in these two strains, respectively. The two biological replications identified almost identical proteins, demonstrating high robustness and reproducibility (Figure 1A). Two replicates quantified almost the same proteins: only a few proteins were quantified only in one replicate (Figure 1A). Under the stringent criteria as two unique peptides and at least seven amino acids peptide length. Even under the stringent criteria, we still quantified 1675 and 1252 proteins with a high reproducibility (Figure 1B,C and Supplementary Table S3). The number of quantified soluble proteins was almost doubled when compared to the previous results quantified by other methods (1021 proteins for APEX, 1183 for IBAQ and 1138 for emPAI) (Arike et al., 2012). To rule out the difference of the instruments, we performed DDA MS experiments for the two strains in the same Orbitrap Fusion Lumos instrument. Proteins were identified under the stringent criteria and quantified using iBAQ method. The DDA MS quantified 1520 and 1482 proteins for BW25113 and MG1655 strains, respectively, comparable with the HRM-MS experiments. However, the correlation coefficients of the iBAQ quantification of two biological replicates were 0.932 and 0.939, respectively (Figure 1D,E), lower than the HRM-MS (*R* = 0.982 and 0.988 for the two strains, respectively). Each identified protein was covered by 19.20 and 15.45 peptides in average in two strains, covering 31.56% and 24.87% of the amino acid sequences, respectively (Figure 1F), which is higher than the typical peptide coverage of human proteome MS experiments (single search engine, up to ∼20% coverage) (Zhao et al., 2017).

**FIGURE 1:**
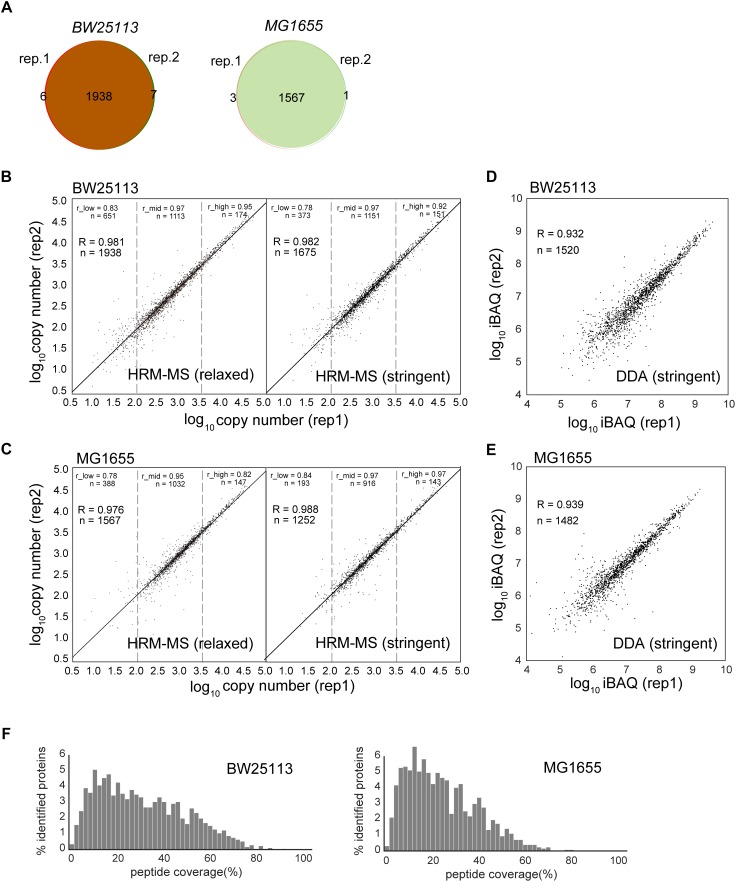
Comparison of protein abundances obtained by different label-free quantification methods. **(A)** Quantified protein numbers in two biological replications of HRM-MS method of two strains. **(B,C)** The quantification reproducibility of HRM-MS method in relaxed and stringent criteria of two *E. coli* strains, respectively. R is the Pearson correlation coefficient. The protein abundance range was divided into low (<2.0 log scale), mid (2.0–3.5 log scale) and high (>3.5 log scale) sections. r_low, r_mid and r_high are the Pearson correlation of the proteins in these sections. **(D,E)** The reproducibility of DDA MS experiment of the two strains. Proteins were quantified using iBAQ method. **(F)** The peptide coverage of the HRM-MS-identified proteins in two *E. coli* strains, respectively.

We previously revealed 2922 genes which are being translated in the *E. coli* grown in the same condition using ribosome profiling (Bartholomaus et al., 2016). Using HRM-MS method with stringent criteria, we quantified 55.2% of these translating genes in this work. We next analyzed the possible chemical and physical features of the translated but unquantified proteins in this work. The unquantified proteins are significantly more alkalic, less stable, shorter and more hydrophobic (Supplementary Figure S1). These are general factors that decreases the visibility of these proteins in shotgun MS experiments. Since our experiments were not optimized for membrane proteins, which are more prone to aggregate during the protein extraction, these proteins are expected to be less detected in the MS. Notably, we quantified 93.6% translating cytosolic proteins, showing a near-complete quantification of the soluble proteins.

Considering the advantage of the HRM-MS, all the subsequent analysis was based on the HRM-MS under the stringent criteria.

### Operons Tend to Unify Gene Expression in General

The high coverage of proteome quantification allowed us to make an in-depth investigation of protein abundances in operons. Indeed, our quantification covered 67.9% and 56.0% of the translating polycistronic operons in BW25113 and MG1655, respectively. We calculated the coefficient of variation (CV, %) of proteins abundances within each operon. To compare with the real operon CV level, we random redistribution the protein quantities quantified in the experiment as randomized negative control. Smaller CV represent the unified expression level of the proteins within one operon. The mean of real CV was significantly smaller than that of randomized negative control data (Mann–Whitney *U*-test, *p* = 5.05 × 10^−10^ and *p* = 3.40 × 10^−5^ for BW25113 and MG1655, respectively) (Figure 2). The median CV of quantified proteins were also smaller than the randomized control (Kruskal–Wallis H-test, *p* = 1.44 × 10^−8^ and *p* = 1.18 × 10^−6^ for BW25113 and MG1655, respectively). As a positive control, the trend to unified expression is also valid in transcription (an operon is transcribed as an entire mRNA) (Supplementary Figure S2). This indicated that most polycistronic operons were co-regulated, and the stoichiometry balance of protein abundances within polycistronic operons exists in general, although with exceptions. These results were in general consistent with previous studies (Ishihama et al., 2008; Arike et al., 2012).

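The RNA level of strain BW25113 was measured in 2 replicates of mRNA-seq. The paper gives growth in glucose M9 minimal medium at 37°C to mid-exponential phase (OD600 = 0.6), with 100 μg/mL chloramphenicol, which arrests translating ribosomes, added 15 min before harvest. The sample labels differ in this step and place the chloramphenicol, at the same concentration, in the ice used to chill the culture. Libraries were sequenced single-ended for 50 cycles. The authors trimmed the adapters, mapped the reads to the coding sequences of the K-12 reference genome with FANSe3 and deposited the expression of 4355 genes in RPKM, which scales the reads of a gene by its length and by the mapped reads of the library. The RPKM values still carried the number of reads behind them. Divided by gene length and scaled by a single constant per library, 99.32% of the values above 0 in replicate 1 and 99.37% in replicate 2 were whole reads, which gave 7411333 and 7063722 mapped reads. A single read on a coding sequence of 1 kb was worth 0.135 RPKM in replicate 1 and 0.142 RPKM in replicate 2. At least 10 reads, the limit above which the paper considers a gene quantifiable, were found for 4251 and 4257 of the 4297 genes with a known length. The median gene had 79.4 RPKM in replicate 1 and 107 RPKM in replicate 2, and 72 and 69 genes were listed at 0. The 10 genes with most reads took 16.2% and 14.3% of the reads. Genes with little translation kept a nearly uniform RNA level. Over 355 genes of at least 300 nt in the lowest 10% of ribosome profiling RPKM in the same strain, the median was 54.9 RPKM in replicate 1 (SD across genes 11.8) and 83.6 RPKM in replicate 2 (SD 18.9). Across 4278 genes with a mean of at least 1 RPKM, the Pearson correlation of log2 RPKM between the replicates was 0.982; genes are not independent replicates, and no p-value was attached to it. Genes were assigned to operons by the operon IDs and to the "Complex" and "Pathway" groups by the marks in Supplementary Table S3, where 1981 of 1982 listed genes had an RPKM value. The CV within an operon was calculated as the supplementary scripts do for proteins, as the standard deviation (n − 1) divided by the mean of log2 RPKM, after log2 RPKM was averaged over the replicates. The formula in the paper's methods is written for the abundance itself and not its logarithm, and the CV of linear RPKM was computed as an alternative. Genes with a mean of at least 1 RPKM and operons with at least 2 such genes were used.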

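In 363 polycistronic operons with 1017 genes, the median CV at RNA level was 0.0569, with quartiles of 0.0299 and 0.109. As randomized control, the RNA levels were redistributed over the same genes 10000 times. The median CV of the redistributed data was 0.113 on average, and 95% of the redistributions gave a median between 0.103 and 0.124. No redistribution gave a median as low as the real operons (one-sided permutation test, p = 1e-04, the smallest p that 10000 redistributions can give). The CV was below the randomized median in 277 operons, or 76.3% of them. The median CV was 0.0666 with replicate 1 alone and 0.0499 with replicate 2 alone. The real median minus the randomized median was −0.0563 with both replicates, −0.0625 with replicate 1 alone and −0.0486 with replicate 2 alone, so the gap to the randomized control was larger than the difference between the replicates. On this scale, subtraction of the median RNA level of genes with little translation, chosen after seeing the data, moved the gap most. The median CV was then 0.118 against a randomized median of 0.200 over 310 operons, a gap of −0.0824, and the gap over the same genes without subtraction was −0.0519. Subtraction raises the real and the randomized CV alike, so the wider gap is not evidence of a stronger effect. The p-value stayed at its smallest value with that subtraction, with the CV of linear RPKM and with the standard deviation of log2 RPKM. The paper uses the RNA level as its positive control here, reasoning that an operon is transcribed as an entire mRNA.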

**FIGURE 2:**
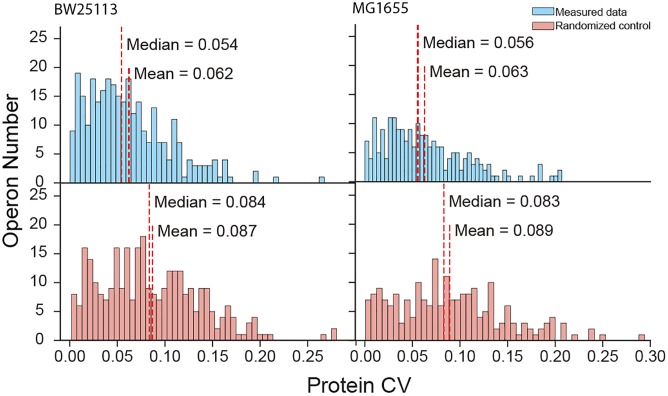
Protein coefficient of variation (CV) within operons of measured data and randomized negative control.

### Functional Enrichment of the Operon Stoichiometry Control

We then examined if the number of genes per operon could affect the stoichiometry of proteins encoded within operons in both BW25113 and MG1655 strains. We found all the medians of subgroups were lower than the randomized negative control (RD), which was in accordance with our abovementioned results (Figure 3A), indicating operon expression regulation exists in general. We continue to divide operons into two subgroups by their functions.

**FIGURE 3:**
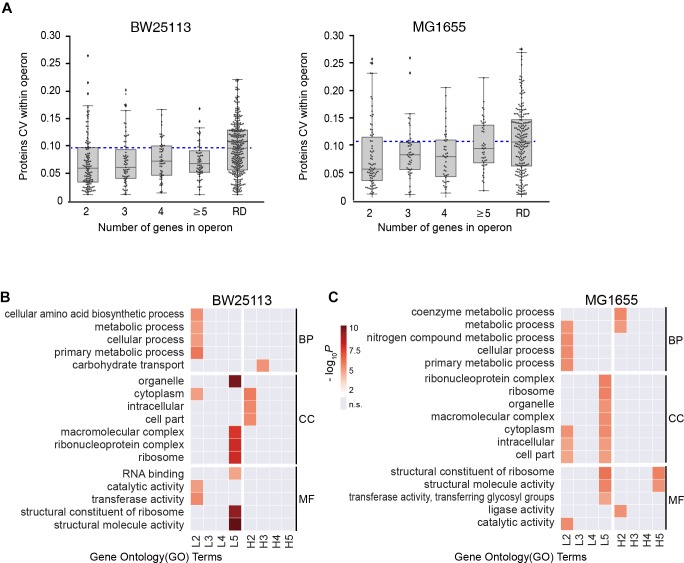
Functional-dependence of operon stoichiometry control. **(A)** Protein CVs within operons, categorized according to the number of genes in operon. RD, randomized data. Blue dashed line represents the median of the randomized data. **(B,C)** Gene ontology (GO) overrepresentation of the operons with lower CV than the randomized median (L2–L5) and higher CV than the randomized median (H2–H5). The number refer to the number of genes in operon. GO terms with *P* > 0.001 were considered insignificant and marked as gray. BP, biological process; CC, cell component; MF, molecular function. **(B)** BW25113 and **(C)** MG1655 strain.

Next, each group was separated into two subgroups by the median CV of randomized data, the high CV subgroups (H2-H5, higher than median of randomized data) and the low CV subgroups (L2–L5, lower than median of randomized data). Gene ontology (GO) overrepresentation analysis was performed for each subgroup both in both strains (Figure 3B,C, see details in Supplementary Table S5). Most low CV subgroups (L2–L5) showed functional enrichment against the quantified proteins as background. The L2 group was overrepresented in almost all metabolic activities, and the L5 group was highly enriched in complexes and structural molecules in both *E. coli* strains. This provided a hint that the stringent stoichiometry control might be important for the efficient assembly of protein complexes. In contrast, there are little significant functional enrichment of GO terms enriched in H2–H5 subgroups in BW25113, and only the GO terms enriched in H2 and H5 subgroup in MG1655. These results indicated that the large CV of most of these operons might be caused by experimental error.

Since the operons in L2–L5 subgroups were enriched in metabolic pathways and complexes, we specifically divide these operons into “Complex” and “Pathway” groups. The group “Complex” are the operons encoding proteins for the same protein complex. The group “Pathway” are the operons encoding proteins involving in the same metabolic pathway. Similar to the Figure 3A, we performed randomization for each group multiple times for robustness. In almost all cases the 2-/3-/4-/≥5-protein “Complex” and “Pathway” operons exhibited lower CVs than the corresponding randomized data (Supplementary Figure S3), indicating that the stoichiometry is still maintained for the protein complexes and metabolic pathways in a certain extent, which is consistent with the traditional hypothesis.

However, there seems to be a trend that shorter operons (containing lower number of genes) possess lower CV within operon (Figure 3A), suggesting a length-dependent stoichiometry control. Since the mRNA of an entire operon is transcribed as a unit, the abovementioned phenomenon opened a question of the origin of the length-dependent stoichiometry control.

### Length-Dependence of Stoichiometry Control Is Functional-Dependent

Linear regression analysis was performed to calculate the CVs at RNA and protein levels, within operon that encodes proteins forming complexes or involving in the metabolic pathways (Figure 4A and Supplementary Figure S4). 

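The CV at RNA level was regressed on the number of genes in the operon, with operons of 5 genes or more pooled at 5 as in the supplementary scripts. The number of genes was counted from the first to the last gene listed in Supplementary Table S3 by their locus numbers. In the 75 "Complex" operons of BW25113, the CV changed by 0.00657 per gene from an intercept of 0.0345 (two-sided permutation test with 100000 shuffles of operon size, p = 0.155). In the 288 "Pathway" operons, the slope was 0.00363 per gene from an intercept of 0.0721 (same permutation test, p = 0.338). Adjusted for the 2 regressions by the Benjamini-Hochberg method, the p-values were 0.309 and 0.338, so neither slope was distinguishable from 0 by this test. The slope in the "Complex" group was 0.00829 with replicate 1 alone and 0.00559 with replicate 2 alone. The "Pathway" slope passed the threshold of 0.05 only with the CV of linear RPKM, where it was 0.0406 per gene (permutation p = 0.0262, not adjusted).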

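In the RNA-seq data of BW25113, the median CV of the "Complex" operons was 0.0431, against a randomized median of 0.118 on average (95% of the redistributions between 0.0910 and 0.147). The "Pathway" operons had a median CV of 0.0603, against 0.112 (95% between 0.1000 and 0.125). The permutation p was 1e-04 in both groups. The CV was below the randomized median in 69 of the 75 "Complex" operons and in 207 of the 288 "Pathway" operons. With replicate 1 alone the medians were 0.0513 for "Complex" and 0.0703 for "Pathway", and with replicate 2 alone they were 0.0348 and 0.0551. Separated by the number of genes, the median CV of the "Complex" operons was 0.0302 with 2 genes (33 operons), 0.0478 with 3 genes (16 operons), 0.0637 with 4 genes (12 operons) and 0.0517 with 5 genes or more (14 operons). For the "Pathway" operons it was 0.0566 (157 operons), 0.0609 (60 operons), 0.0692 (38 operons) and 0.0844 (33 operons) in the same order. Each of these 8 medians lay below 95% of its redistributions, and the highest of the 8 adjusted p-values (permutation test, Benjamini-Hochberg) was 0.00240, in the "Complex" operons with 4 genes. The median CV of the "Complex" operons was lower than that of the "Pathway" operons by a difference of −0.0172 (two-sided permutation test over operons, p = 0.0182). This difference did not pass the threshold with the CV of linear RPKM (−0.0589, permutation p = 0.138) or with the standard deviation of log2 RPKM (−0.0861, permutation p = 0.168). With the median RNA level of genes with little translation subtracted, chosen after seeing the data, it was −0.0557 (permutation p = 0.000810), against −0.0171 (permutation p = 0.0425) over the same genes without subtraction. Over these genes, subtraction raised the median CV from 0.0459 to 0.0779 in "Complex" and from 0.0630 to 0.134 in "Pathway" operons. Subtraction raises the CV whatever the cause, so the larger difference is not evidence of a stronger effect.

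**Figure D1:**
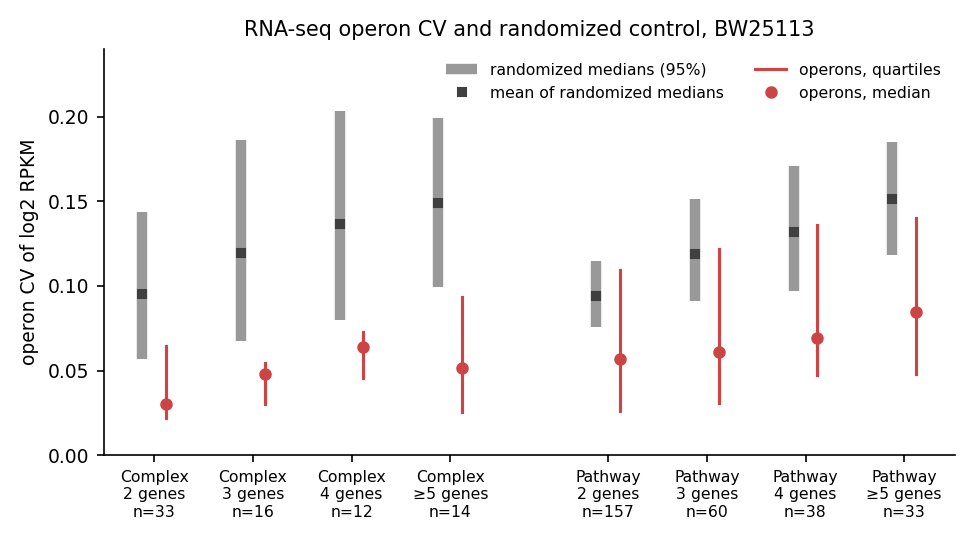
CV of log2 RPKM within operons (vertical axis, no unit) by group and number of genes in BW25113, over the mean log2 RPKM of 2 replicates. Red points and lines are the median and quartiles over operons, dark squares the mean of the randomized medians and grey bars the range of 95% of them; the red median lies below the grey bar in all 8 groups, for example 0.0302 in "Complex" operons with 2 genes.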

Since the mRNA of one operon is transcribed as one unit, the CV within operon at RNA level is much lower than the randomized control, as expected (Figure 4A and Supplementary Figure S4). However, the “Pathway” operons did not show length dependence at protein level, while significant and positive correlation of protein CV within operon versus length were observed in “Complex” groups in both BW25113 and MG1655 (*P-*value of BW25113 = 0.0004, *P-*value of MG1655 = 0.022). In contrast, among the “Pathway” groups, those operons exhibited similar CV distribution regardless of their lengths (regression *P* > 0.05) (Figure 4A, “Protein” plots). This reflects necessity that the proteins operating in a pathway need to be more independently tuned and thus do not have to follow the stoichiometry. Those results indicating a length- and functional-dependence of operon stoichiometry control for larger operons. The RNA–protein correlation also echoed this trend (Figure 4B). In both strains, the Pearson *R*^2^ of the RNA–protein correlation in “Complex” group is considerably higher than in “Pathway” group (Figure 4C). These results indicated that there may be some inherent difference between “Pathway” and “Complex” type operons.

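For BW25113, log10 RPKM was set against the log10 protein copies per cell that the paper reports in Supplementary Table S3 under the stringent criteria, over all genes marked "Complex" or "Pathway" there, genes without a quantified operon partner included. R2 was 0.598 across 241 "Complex" genes (Spearman rho 0.782) and 0.474 across 1425 "Pathway" genes (rho 0.655). With replicate 1 alone R2 was 0.603 and 0.475, and with replicate 2 alone it was 0.588 and 0.467, so the 2 groups were further apart than the replicates. These are correlations across genes, which are not independent replicates. The difference in R2 of 0.124 was therefore tested by shuffling the group marks over whole operons (121 "Complex" and 1011 "Pathway" operons). It did not pass the threshold (two-sided permutation test with 10000 shuffles, p = 0.160). The difference changed sign when the genes of ribosomal proteins were left out. Without them, R2 was 0.428 across 203 "Complex" genes and 0.469 across 1413 "Pathway" genes, and the difference was −0.0402 (permutation p = 0.642). From the higher R2 in the "Complex" group, the paper reasons that the RNA–protein correlation echoes the trend of the CVs.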

**FIGURE 4:**
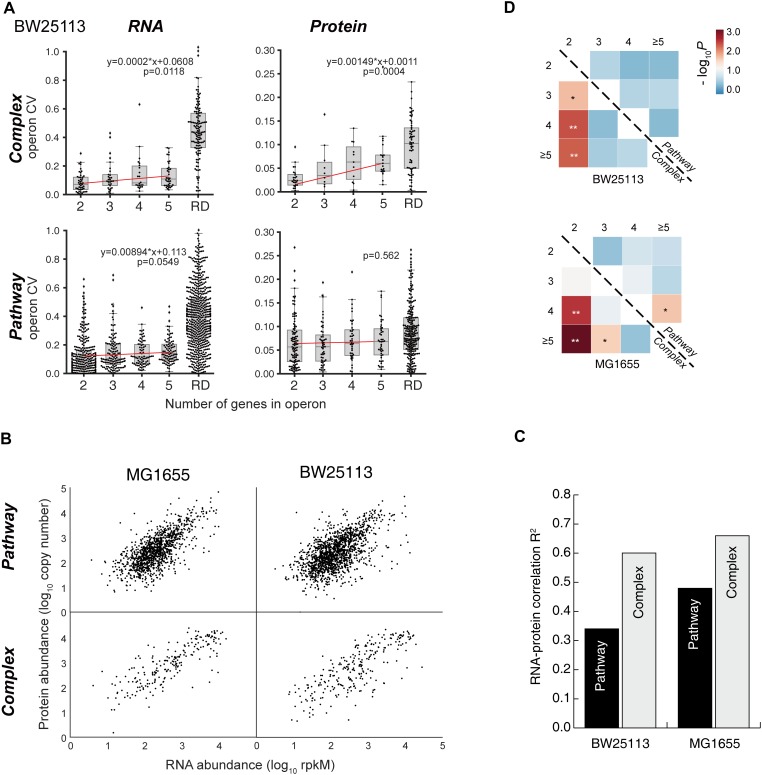
Length-dependence of operon stoichiometry control. **(A)** Linear regression analysis of gene CVs at RNA and protein levels within operon that encodes proteins forming complexes or involving in the metabolic pathways in BW25113 strain. *P*-values of the regression are indicated in the plots. *P* < 0.05 are considered significant. RD, randomized control. **(B)** The RNA–protein scatter plots of the gene expression levels of the “Complex” and “Pathway” operons in two strains, respectively. **(C)** The correlation coefficient *R*^2^ of the RNA–protein correlation shown in **(B)** panel. **(D)** The mutual *P*-value (Mann–Whitney *U* test) matrix of the protein CV within “Pathway” operons and “Complex” operons, respectively. ^∗^*P* < 0.05; ^∗∗^*P* < 0.01.

Significant difference (*p* < 0.01) of protein CV distribution were observed among the 2-protein operons against larger (4-/5-protein) operons only in “Complex” subgroups, but not observed in the “Pathway” operon subgroups in both BW25113 and MG1655 strains (Figure 4D, see details in Supplementary Table S4), consolidated our abovementioned observation that the shorter operons among “Complex” groups operons tend to be regulated more stringently.

### Enzyme Activity Correlates to the Differential Translation of “Pathway” Genes

Figure 5A showed examples of “Complex” and “Pathway” operons, respectively. Genes in three operons showed almost same RNA abundance. However, the operon ID 3641 encoding ribosome proteins showed similar protein abundance, while the operon ID 3767 encoding enzymes in arginine synthesis pathway and the operon ID 3157 encoding enzymes in biotin synthesis pathway showed exaggerated difference in protein abundance. Both translation and degradation may affect the protein abundance. We found no significant difference of the “Complex” and “Pathway” operons in terms of the CV of protein half-life within operons (KS-test, *P* = 0.932) (Supplementary Figure S5). Therefore, the translational regulation should be the major factor leading to such differential protein expression in “Pathway” operons.

**FIGURE 5:**
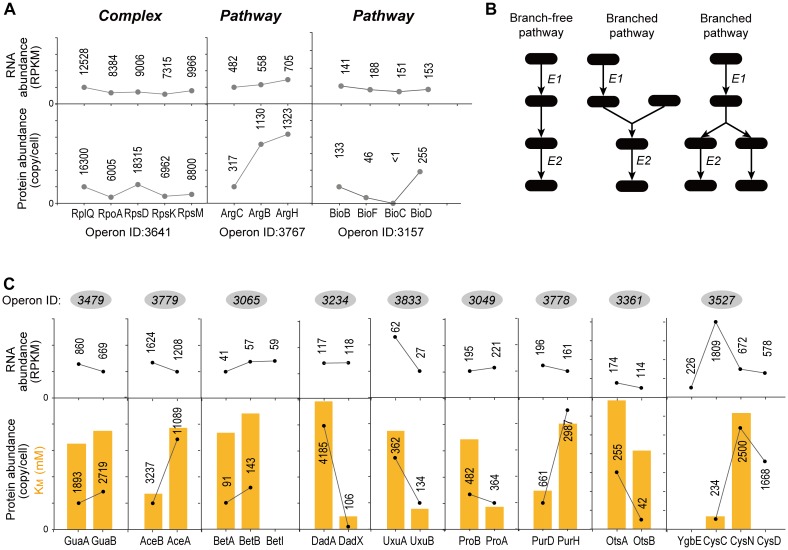
Examples of “Complex” and “Pathway” operons. **(A)** The gene expression at RNA and protein levels in *E. coli* K-12 MG1655 strain. The detailed expression level are marked on the data points. <1 means the expression level is too low to be confidently quantified. **(B)** Illustrations of the “branch-free” and “branched” pathways. E1 and E2 represent the quantified proteins in the same operon. **(C)** All nine operons which encodes enzymes that exist in branch-free pathways. Their RNA abundance, protein abundance and *K*_M_ values were plotted. *K*_M_ values are plotted in orange bars. Detailed *K*_M_ values are listed in Table 1. Detailed pathways are illustrated in Supplementary Figure S6.

It is expected that the “Complex” proteins tend to be tightly stoichiometrically controlled to build functional complexes. In contrast, what benefit is related to the differential translation of the “Pathway” genes in one operon?

Since “Pathway” proteins comprise pathways, they sequentially catalyze conversion of a substrate to product via multiple and successive reaction steps. Therefore, we hypothesize that the bacteria require less high-efficiency enzymes to avoid energy waste. Supplementary Figure S6 showed the arginine synthesis pathway in *E. coli*, where ArgB and ArgC are two enzymes that relay. The Michalis constant (*K*_M_) of ArgB is more than 3 times higher than ArgC (Table 1), showing that the binding of ArgB to the substrate is weaker. Although lacking the measured value of ArgB *k*_cat_ in *E. coli*, ArgB *k*_cat_ value in yeast (56% homology in amino acid sequence) is approximately 1/3 of ArgC in *E. coli*, as a reference. These data indicated that the catalytic efficiency of ArgC is higher than ArgB. Therefore, ArgC is less needed in *E. coli*, which matched the proteome quantification (Figure 5A). No argH activity data is available in *E. coli*. The homologous enzyme in *Anas platyrhynchos* (75% homology in amino acid sequence) showed also lower catalytic efficiency than ArgC. Similar trend was also observed in the biotin synthesis pathway (Supplementary Figure S6). The enzyme BioF possess *k*_cat_ value one order of magnitude higher than BioB, indicating higher conversion efficiency. Therefore, BioF is much less produced in *E. coli*. The enzyme BioC is extremely efficient with three orders of magnitude higher *k*_cat_ value than BioF and much lower *K*_M_ value than bioB and BioF. Therefore, BioC is orders of magnitude lower than the other two enzymes in *E. coli*.

**Table 1:** Kinetic parameters of the enzymes in one metabolic pathway.

Enzyme	*k*_cat_ (s^−1^)	*K*_M_ (mM)	Homology to *E. coli* protein (for non-*E. coli* proteins)	References
ArgB	4.9 (*S. cerevisiae*)	1.3	56%	Gil-Ortiz et al., 2010; de Cima et al., 2012
ArgC	14	0.4		McLoughlin and Copley, 2008
ArgH	4.9 (*Anas platyrhynchos*)	0.4 (*Anas platyrhynchos*)	75%	Chakraborty et al., 1999
BioB	0.0039	0.002		Farh et al., 2001; Taylor et al., 2008
BioF	0.05825	0.025		Turbeville et al., 2011
BioC	98.334 (*Bacillus cereus*)	0.00108 (*Bacillus cereus*)	62%	Lin and Cronan, 2012
GuaB	13	0.061		Kerr and Hedstrom, 1997
GuaA	23	0.053		Oliver et al., 2014
AceB		0.022		Lohman et al., 2008
AceA		0.063		MacKintosh and Nimmo, 1988
BetA		1.5		Landfald and Strom, 1986
BetB		1.8		Gruez et al., 2004
UxuA		4.79		Qiu et al., 2012
UxuB		1		Hickman and Ashwell, 1960
DadA		30		Franklin and Venables, 1976
DadX		3.03		Wu et al., 2008
ProB		1.2 (*Pseudomonas aeruginosa*)	74%	Krishna and Leisinger, 1979
ProA		300		McLoughlin and Copley, 2008
OtsA		1 (*Thermoplasma acidophilum*)	65%	Gao et al., 2014
OtsB		0.61		Kuznetsova et al., 2006
CysC		0.0005		Satishchandran and Markham, 2000
CysD + CysN		0.0045 (*Thiobacillus denitrificans*)	67% (CysD)	Gay et al., 2009
PurD		0.03		Cheng et al., 1990
PurH		0.082 (*Methanocaldococcus jannaschii*)	50%	Graupner et al., 2002

*Values are measured in E. coli unless specified. Non-E. coli data were used as a reference when no E. coli data is available.*

To further validate this hypothesis, we manually went through all quantified “Pathway” operons and found other nine operons which fit the following criteria: (a) at least two quantified proteins in one operons, and they must exist in the same metabolic pathway; (b) their pathway must be branch-free, i.e., the substrate should be converted sequentially by these enzymes without introducing other rate-limiting metabolites as branches in pathway, at least in the range of the quantified enzymes (illustrations see Figure 5B); (c) enzyme activity parameters, e.g., *k*_cat_ or *K*_M_, should be available, and the activity parameters of at least one enzyme should be available in *E. coli*. The RNA abundance, protein abundance and the *K*_M_ values are illustrated in Figure 5C. 

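The RNA abundance of the 9 operons was taken from the RNA-seq libraries of BW25113, as the mean RPKM ± SD of 2 replicates. Locus numbers and positions are those of Supplementary Table S3, on the K-12 chromosome. In operon ID 3479 (guanine nucleotide synthesis), guaA (b2507, 2628980 to 2630557, minus strand) had 985 ± 3.59 RPKM and guaB (b2508, 2630626 to 2632092) had 722 ± 44.2 RPKM. In operon ID 3779 (glyoxylate shunt), aceB (b4014, 4213501 to 4215102, plus strand) had 2679 ± 355 RPKM and aceA (b4015, 4215132 to 4216436) had 1239.8 ± 27.7 RPKM. Operon ID 3065 converts choline to betaine, and betA (b0311, 324801 to 326471, minus strand) had 97.3 ± 18.1 RPKM while betB (b0312, 326485 to 327957) had 114 ± 20.2 RPKM. In operon ID 3234 (alanine catabolism), dadA (b1189, 1236794 to 1238092, plus strand) had 139 ± 16.3 RPKM and dadX (b1190, 1238102 to 1239172) had 93.7 ± 13.7 RPKM. Operon ID 3833 degrades glucuronate, with uxuA (b4322, 4549659 to 4550843, plus strand) at 103 ± 21.4 RPKM and uxuB (b4323, 4550924 to 4552384) at 90.0 ± 16.6 RPKM. In operon ID 3049 (proline synthesis), proB (b0242, 259612 to 260715, plus strand) had 157 ± 1.93 RPKM and proA (b0243, 260727 to 261980) had 253 ± 11.1 RPKM. For purine synthesis in operon ID 3778, purD (b4005, 4202665 to 4203954, minus strand) had 264 ± 44.5 RPKM and purH (b4006, 4203966 to 4205555) had 200.1 ± 13.0 RPKM. For trehalose synthesis in operon ID 3361, otsA (b1896, 1978212 to 1979636, minus strand) had 304 ± 55.8 RPKM and otsB (b1897, 1979611 to 1980411) had 118 ± 14.4 RPKM. The sulfate assimilation operon holds 3 compared genes on the minus strand. Its RPKM was 241 ± 23.9 for cysC (b2750, 2871409 to 2872014), 361 ± 29.8 for cysN (b2751, 2872014 to 2873441) and 488 ± 72.2 for cysD (b2752, 2873443 to 2874351). For comparison, genes with little translation had a median of 54.9 RPKM in replicate 1 (SD across genes 11.8) and 83.6 RPKM in replicate 2 (SD 18.9).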

All of the nine operons validated the correlation of the enzyme activity and the protein abundance without exception: less active enzymes (represented by higher *K*_M_ values) were expressed in higher amount at protein level. 

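The order of RNA and protein was compared within each operon as the log2 ratio of the enzyme named first to the enzyme named second. It was taken for RPKM (each replicate in parentheses) and for the protein copies per cell that the paper reports in Supplementary Table S3. The order of naming need not follow the position in the operon or in the pathway. The order was inverse in 4 of the 9 operons. For guaA against guaB the log2 ratio was 0.45 at RNA level (0.39 and 0.51) and −0.52 at protein level. For aceB against aceA it was 1.11 (1.22 and 0.99) at RNA level and −1.78 at protein level. For proB against proA the RNA ratio was −0.69 (−0.72 and −0.66) and the protein ratio 0.41, and for purD against purH the RNA ratio was 0.40 (0.28 and 0.49) and the protein ratio −2.18. The other 5 operons had the same order at both levels. The RNA and protein ratios were −0.22 (−0.23 and −0.22) and −0.66 for betA against betB, 0.57 (0.60 and 0.54) and 5.31 for dadA against dadX, and 0.20 (0.18 and 0.22) and 1.44 for uxuA against uxuB. They were 1.36 (1.67 and 1.04) and 2.59 for otsA against otsB, and −0.82 (−0.84 and −0.80) and −3.15 for cysC against the mean of cysN and cysD. In each operon both RNA replicates gave the same order, and the count of 4 was the same with either replicate alone. The RPKM of betA, dadX, uxuA and uxuB lay near that of genes with little translation, so the RNA order is less certain there. Protein copies differed between the protein replicates for dadA (7042 and 1328) and uxuA (180 and 544), without a change of protein order. With 2 replicates, no test was made for a single operon.

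**Figure D2:**
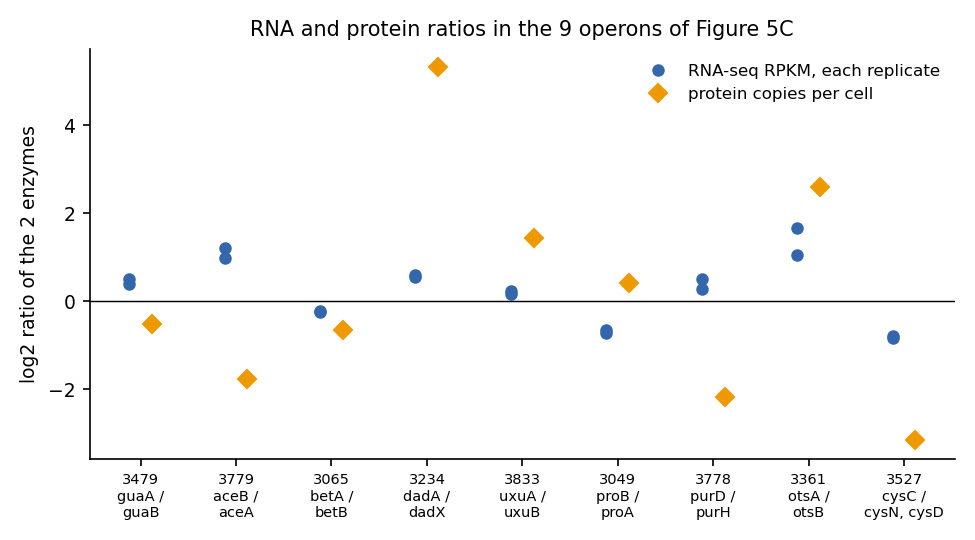
Log2 ratio of the enzyme named first to the enzyme named second (vertical axis) in the 9 operons, named by operon ID and genes on the horizontal axis. Blue points are the RNA-seq RPKM of each of 2 replicates and orange diamonds the paper's protein copies per cell; points and diamond lie on opposite sides of 0 in operon IDs 3479, 3779, 3049 and 3778.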

To be noted, six out of nine operons showed inverse proportion of RNA and protein expression, suggesting that such regulation is mainly conducted at translation level.

### Divergence of Stoichiometry Control Is Regulated at Translation Level by the Gene Intervals

Next, we investigated the factor that could determine the lower stringency of “Pathway” groups of operons. As both groups of operons contain a wide variety of genes, the major difference should lay on the gene structures. This is reflected by the gene intervals, defined as the distance from the stop codon of the first gene to the start codon of the next gene downstream within one operon (Figure 6A). A strongly significant difference on gene intervals was observed between two groups on their gene interval distributions (*p* = 1.314 × 10^−5^, KS-test, Figure 6B). The genes in “Complex” genes tend to be arranged very near to each other, while the “Pathway” genes tend to be located far from each other, reflected by the larger mean and median value of the gene interval.

**FIGURE 6:**
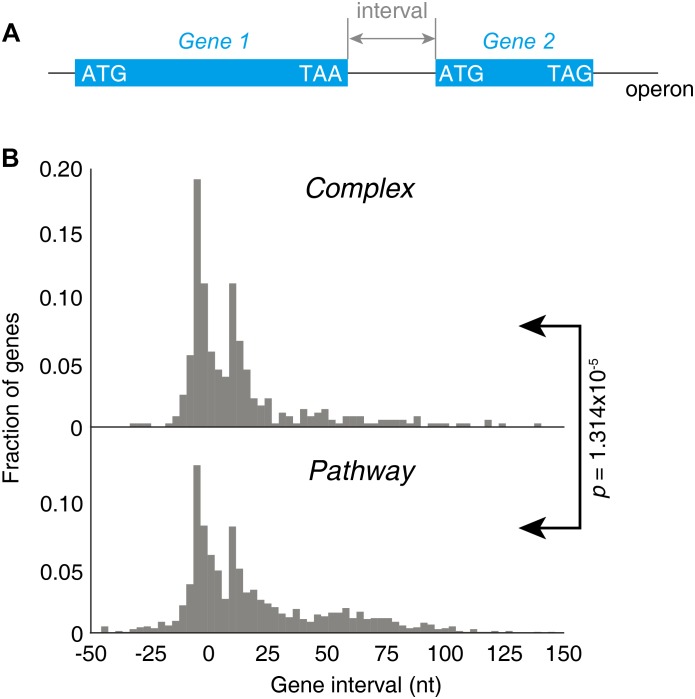
Gene intervals in the “Complex” and “Pathway” operons. **(A)** Illustration of the gene interval within one operon. **(B)** Distribution of the gene intervals of “Complex” and “Pathway” operons.

Both a 70S ribosome and a 30S subunit cover about 40 nucleotides of the mRNA, roughly 18–20 nucleotides upstream and 16–18 nucleotides downstream of the P-site codon (Beyer et al., 1994). If a terminating 70S ribosome would have a downstream initiation site nearer than 40 nucleotides, a 70S termination event and a downstream 30S-binding initiation could not be independent events due to a steric clash between 70S and 30S. In this case, the 70S scanning initiation mode plays a major role for translation, meaning the first cistron is initiated by 30S and the downstream cistrons by 70S scanning to achieve a strict and precise 1:1 stoichiometric ratio (Yamamoto et al., 2016). This may be one of the factors explained that the “Complex” operons, with shorter gene intervals, are more stringently regulated for stoichiometry.

## Discussion

Near-complete coverage of proteome identification and quantification is always a goal of proteomics research, as it reveals detailed global dynamics of important biological processes; for example, the dormancy and resuscitation of *Mycobacterium tuberculosis* (Schubert et al., 2015). The high proteomic resolution of quantification allows in-depth investigation of many scientific questions in debate for decades. In this study, we employed DIA based HRM-MS, a highly reproducible label-free quantification method in *E. coli* strains BW25113 and MG1655. Our datasets were better than the previously reported DDA-based *E. coli* proteome quantification datasets in terms of reproducibility. We therefore generated the most complete investigation on abundance of proteins encoded within operons in *E. coli* based on tryptic digestion up to date, which allows us to accurately evaluate the stoichiometry presumption of the operon organization. To further increase the sensitivity of identification, other complement approaches such as LysC digestion might be helpful (Wisniewski and Rakus, 2014). Nevertheless, since we have already quantified 93.6% of the cytosolic proteins, specific methods dealing with the hydrophobic nature of membrane proteins should be employed to further expand the proteome coverage. The DIA based HRM-MS relies heavily on DDA spectral libraries. Therefore, they share the same shortcomings, e.g., the dependence on the physical and chemical properties of proteins.

We confirmed from our HRM-MS results that the operons coordinate the gene expression more stringent than the randomized control in general. In addition, we found a multifaceted nature of the operon regulation: operons are not created equal. The stringency is length-dependent and functional-dependent at protein level. Such multifaceted organization of operons revealed two-level control: the operon unified transcriptional level and gene-specific translational level, which benefits the host in different aspects.

Although the operon organization maintains in general the stoichiometry of the genes in the operons compared to fully randomized scenario, the operons for metabolic pathways are in general less strictly controlled for stoichiometry balance compared to those operons for protein complexes. Protein complexes needs stoichiometry to maintain their functions. Therefore, the operons encoding protein complexes are tightly regulated to ensure the equal expression, such as the ribosome protein operons (Figure 5A). In contrast, since the operons for metabolic pathways are not necessarily forming a complex for their functions, their distinct specific activities set their specific demand in quantity. All quantified operons which encode enzymes in branch-free pathways and with available enzyme activity data validated this hypothesis without exception (Figure 5C). Nevertheless, bacteria need to regulate related metabolic pathways in quick response to environmental stimuli. Therefore, organizing the proteins in the same pathway under the control of one promoter would minimize the regulatory complexity of the adjustments, leaving the delicate control of each individual gene to the translational level. The available data indicated that such translational regulation is quite common (Figure 5C).

Our data also showed that the shorter operons, whose products form complexes, tend to be more tightly controlled in stoichiometric expression (Figure 4). This could be understandable such as two-component protein complexes would be invalid if there were imbalanced expression of the components. For instance, the assembly efficiency decreased remarkably if two subunits of bacterial luciferase *LuxA* and *LuxB* were split at distant chromosomal sites (Shieh et al., 2015). Large operons tend to encode proteins for large complexes such as ribosomes (Figure 4). Such large complexes would sustain for relatively long time in cells to perform essential functions. For example, half-life of mammalian ribosomes can be as long as 300 h (Nikolov et al., 1983). Many protein components of ribosomes are dissociable and interchangeable with unbound counterparts (Schafer et al., 2003). This allows the rapid renewal of the damaged proteins of the complex without degrading and re-synthesizing the entire complex, which is the most energy-efficient way to keep these valuable complexes in good condition. This requires the delicate expression control of these proteins within one operon to meet the actual demand.

In another aspect, the differential expression regulation within an operon is also important for bacteria. Previous studies proposed that such regulation happens via generating different transcripts from multiple promotors/terminators [e.g., *Bacillus subtilis dnaK* operon (Homuth et al., 1999), *Vibrio vulnificus putAP* operon (Lee et al., 2003), *Zymomonas mobilis gap* operon (Eddy et al., 1989), *E. coli glpEGR* operon (Yang and Larson, 1998)], or via differential degrading mRNAs [e.g., *Acinetobacter calcoaceticus mop* operon (Schirmer and Hillen, 1998), *E. coli atp* operon (McCarthy, 1990; McCarthy et al., 1991)]. However, these studies included only individual cases of specific operons. Taking advantage of deep coverage of *E. coli* cytosolic proteome, our data indicated that enzyme activity seems to be an additional driving force for the differential expression regulation within an operon. Highly efficient enzymes tended to be less produced than the other counterparts in the same pathway. In such cases, deviating from stoichiometry minimizes the energy waste and thus may provide survival advantage. This explained the fact that no significant length-dependent stoichiometry is observed in “Pathway” proteins. Our analysis was restricted by the very limited availability of the enzyme activity and kinetics data. Validation using more such data is necessary in the future.

In this study, we noticed that the gene intervals in operons may serve as a regulatory factor for stoichiometry. It is a general accepted notion that termination of bacterial protein synthesis is obligatorily followed by recycling step governed by the factors ribosomal recycling factor (RRF), EF-G, and IF3, where the ribosome dissociates into its subunits (Hirokawa et al., 2006). In contrast, a recently described 70S-scanning mode of initiation holds that after termination, the 70S ribosomes do not dissociate after termination step but rather scan along with the mRNA until reaching the initiation site of the downstream cistron of the same mRNA (Yamamoto et al., 2016). Binding of fMet-tRNA triggers 70S scanning, which occurs in the absence of energy-rich compounds (e.g., ATP, GTP) and seems to be driven by unidimensional diffusion (Yamamoto et al., 2016). Therefore, the 70S scanning initiation might be a mechanism to read out the “stoichiometry code” of closely located genes in operons. In addition, the rate of translation of an ORF is controlled by a number of other mRNA features. For example, the codon selection and the cognate tRNA concentration dictate the translational pausing, which is a strong determinant of co-translational folding for most proteins (Zhang et al., 2009; Zhong et al., 2015; Lian et al., 2016). Shine–Dalgarno (SD) sequence accessibility and strength have been implicated in translational initiation (Steitz and Jakes, 1975). Genome-wide mRNA secondary structure analysis indicated that ORF translation rate is correlated with its mRNA structure in bacteria (Burkhardt et al., 2017), but not in mammalian cells (Lian et al., 2016). Although highly stable mRNA structures in direct proximity to the initiation codon diminish translation efficiency (de Smit and van Duin, 1990), secondary structure hiding the SD sequence in front of the second cistron prevents 30S binding initiation, but the secondary structure can be resolved by scanning 70S ribosomes when the secondary structure has a comparable stability (ΔG ≥ −6 kcal/mol at 30°C) (Qin et al., 2016; Yamamoto et al., 2016). These molecular mechanisms should be universal beyond exponential growth condition, although further validation would be needed.

This two-level regulation mode involving transcription and translation would balance the regulation in different time-scale. As transcriptional control takes effects at least in half an hour, it is suitable for sustained alteration in gene expression and in pathway-scale. In contrast, rapid and fine adjustment can be only performed at the translational level, which takes effects in less than 1 min and occurs at the individual gene level (Zhong et al., 2015). This rapid responsiveness would be also ideal for real-time adjustment of the proteins needed in complexes and pathways. Translational regulation largely contributes to the proteome complexity and minimizes the energy waste on synthesizing unnecessary proteins. Thus, the delicate and differential translational regulation in bacteria maintains the functionality and efficiency of both macromolecular complexes and metabolic pathways, which is a desperate need of the survival and competence of bacteria.

## Data Availability

The datasets generated for this study can be found in GEO, GSM3489376, GSM3489377.

## Author Contributions

GZ, JZ, and CS: conceptualization. JZ and HZ: experiment and visualization. JZ, HZ, BQ, and RN: data analysis. GZ and Q-YH: supervision. JZ, HZ, BQ, RN, Q-YH, CS, and GZ: writing. GZ: funding acquisition.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

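The data were 4 libraries of *E. coli* strain BW25113 grown in glucose M9 minimal medium at 37°C, with 2 replicates of RNA-seq and 2 of ribosome profiling (Ribo-seq), which sequences the mRNA fragments covered by ribosomes. The RNA-seq libraries are those the paper describes. The paper's text does not describe the Ribo-seq libraries, and their identity comes from the sample labels. The labels give 4 g/L glucose and describe cells poured on ice with 100 μg/mL chloramphenicol, while the paper describes chloramphenicol added 15 min before harvest. RNA-seq data of strain MG1655 were not analysed here.

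The authors deposited 1 RPKM value per gene and library for 4355 genes named by symbol. According to the paper, adapters were trimmed and reads were mapped with FANSe3 to the coding sequences of the K-12 reference genome; this is stated for all datasets of the paper. The replicates were not pooled. The paper's limit of 10 mapped reads per gene had not been applied to the values, since genes with fewer reads were listed. Mapping to coding sequences places no reads between genes, and RPKM is relative to the reads on all coding sequences of a library, so a rise of some genes lowers the others.

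Gene lengths and locus numbers came from the NCBI annotation of the K-12 assembly that the paper also names for its protein entries. Of the gene symbols, 4231 were matched directly, 66 through a synonym and 58 not at all. Whole reads were recovered from RPKM by gene length and a constant per library, counting a value as whole within 0.02 reads. Of the values above 0, 99.41% and 99.32% were whole in the Ribo-seq libraries, which gave 5157588 and 7540637 mapped reads, and 4133 and 4171 of 4297 genes had at least 10 reads there. The Ribo-seq median was 69.2 RPKM in replicate 1 and 63.9 RPKM in replicate 2, and the Pearson correlation of log2 RPKM between these replicates was 0.980 across 4257 genes. Recovered reads were used only to state depth and for a filter, because RPKM values were tested on a log scale. A count from few reads is imprecise, and counting error is only part of the error between replicates.

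Operon IDs, the marks for "Complex" and "Pathway", gene coordinates and protein copies per cell came from Supplementary Table S3, with the listed genes of strain BW25113 (1951) and the part of the MG1655 list that was at hand (502), 1982 genes together; 1667 had copies per cell. Log2 RPKM was averaged over replicates, and a replicate at 0 was skipped. The CV within operons was compared with 10000 redistributions of the values (one-sided). Slopes and differences of medians were tested with 100000 permutations over operons or gene pairs, and paired differences with 100000 sign flips (two-sided). Differences in R2 and correlations within operons were tested with 10000 permutations. The smallest p-values these tests can give are 1e-04 and 1e-05.

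Translational efficiency was taken as Ribo-seq relative to RNA-seq per gene. It was tested with limma on log2(RPKM + 1), each library centred on its median, over 4274 genes with a mean of at least 10 RPKM in the 4 libraries, in a single model over both kinds of library, with a Benjamini-Hochberg adjusted p-value under 0.05 as threshold. A log2 ratio on this scale understates the change of genes with low values. The pairing of the libraries comes from the replicate numbers in the sample labels, and a fit with the replicate number as a block was made beside the fit without it. The tests were checked on simulated data. With the replicate spread of these 4274 genes and 200 genes changed by 2 on the log2 scale, limma recovered 83.5% of the changed genes with 4 false calls, and 64.0% with 2 false calls when the replicate block was added. In 40 simulated sets of operons of 900 genes with a shared level, the test of the CV passed the threshold in 40 sets, and in 2 of 40 sets without a shared level. In the limma simulation, the 2 kinds of library differed only in the 200 changed genes, while 2954 genes were called in the data. It therefore does not show how many of those calls are false. The spread within and between simulated operons was chosen and not taken from the data.

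The genes named are every compared gene of Figure 5A and Figure 5C and, for translational efficiency, the 3 genes with the largest rise and the 3 with the largest fall among those past the threshold with the same direction in both same-numbered pairs. The alternatives tried were other scales of the CV, other filters and pseudocounts, other lists of genes per operon, other counts of operon size, other protein values, leaving out ribosomal protein genes or either replicate, another interval limit, another normalization and the replicate block. These were set before the data were examined. Subtraction of the RNA level of genes with little translation, the filter on recovered reads and the use of Ribo-seq values in place of RNA-seq were chosen after seeing the data. No genome sequence was used here, so GC content was not tested. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1.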

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

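The results below stand out because they come from data the paper does not report on, either the Ribo-seq libraries of BW25113 or genes outside those it discusses. The tests of mapping error, of an added constant, of genomic DNA, of gene length in translational efficiency and of the R2 difference between RNA-seq and Ribo-seq were chosen only after the result was seen. All 4 libraries come from a single condition, so no biological explanation was tested, and GC content was not tested.

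Genes with little translation had a nearly uniform RNA level, with a median of 54.9 RPKM in RNA-seq replicate 1 and 83.6 RPKM in replicate 2 over 355 genes. By their selection the same genes were low in the Ribo-seq libraries, with a median of 4.66 and 4.16 RPKM. If all genes carried this level, it would account for 22.4% and 34.0% of the mapped RNA-seq reads. Reads placed by mapping error would also fall on genes that BW25113 lacks. Of the arabinose and rhamnose operons deleted in this strain, araB, araA, rhaB and rhaA had at most 0.317 RPKM in the RNA-seq libraries, but araD had 57.4 and 83.6 RPKM and rhaD 38.1 and 54.1 RPKM, close to the uniform level. The 4 genes near 0 go against mapping error as the source of a level on all genes. How much of araD and rhaD the strain lacks was not checked here, so the reads on these 2 genes remain unexplained. A constant added to the values would leave few whole reads, and 99.32% of the values in replicate 1 were whole. DNA of replicating cells would give a level that falls with distance from the replication origin. Over 344 genes, the rank correlation with distance, measured in locus numbers, was −0.0601 in replicate 1 (permutation p = 0.273, adjusted 0.364) and −0.0109 in replicate 2 (p = 0.846, adjusted 0.846), so no gradient was detected. The level rose with gene length, with a rank correlation of 0.276 in replicate 1 and 0.360 in replicate 2 (both permutation p = 1e-04, the smallest that 10000 shuffles can give, adjusted 2e-04 over these 4 tests), and a gene length bias cannot be told apart from the pattern. Low transcription of most genes and a DNA background without a gradient remain as hypotheses that these tests did not separate.

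The CV within operons was also below its randomized control in Ribo-seq, with a median of 0.0866 against 0.171, a difference of −0.0842 over 363 operons (permutation p = 1e-04, the smallest the shuffles can give). The CV was below the randomized median in 305 operons. The difference was between −0.0843 and −0.0838 with a single replicate. No technical explanation was tested for this result.

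The CV was higher in Ribo-seq than in RNA-seq, by a median of 0.0144 over 363 operons and with a higher value in 228 of them (sign-flip permutation p = 1e-05, the smallest the draws can give). A candidate explanation is the uniform RNA level of genes with little translation, which compresses differences in RNA-seq. Subtracting it from RNA-seq raises the RNA-seq CV whatever the cause, so this test cannot settle the question. With that level subtracted the difference was −0.0383 (permutation p = 1e-05), against 0.00936 over the same genes without subtraction. Subtraction leaves noise in genes near the level, so only genes with at least 200 RPKM left were kept in a further test. There the difference was −0.0104 (permutation p = 0.459, 70 operons), and −0.00361 (permutation p = 0.860) over the same genes without subtraction. Neither of the last 2 differences is distinguishable from 0, and there the choice of genes changed the sign without any subtraction. The higher CV in Ribo-seq cannot be told apart from an effect of the uniform level, nor the reversed sign from noise of the subtraction.

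Over all genes together, protein copies were followed less closely by Ribo-seq than by RNA-seq. Across 1666 genes R2 was 0.468 for Ribo-seq and 0.516 for RNA-seq, a difference of −0.0476 (permutation p = 0.0117). With the uniform RNA level subtracted the difference was −0.0516 over 1518 genes (permutation p = 0.00700). Over the same genes without subtraction it was −0.0465 (permutation p = 0.0159). That level therefore does not explain the pooled difference over the genes left after subtraction. In the "Pathway" group R2 was 0.410 for Ribo-seq and 0.474 for RNA-seq, but in the "Complex" group the order was the opposite, with 0.633 for Ribo-seq and 0.598 for RNA-seq; neither group was tested on its own. The smaller of the differences over all genes in the same-numbered pairs was −0.0442, so the sign did not rest on a single pair. How the Ribo-seq libraries were prepared is not described in the paper's text, and a bias of that preparation was not tested.

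Translational efficiency was shifted in 2954 of 4274 genes (limma, Benjamini-Hochberg adjusted p under 0.05), 1136 higher and 1818 lower. With the replicate number as a block the count was 2829. The deviations of same-numbered libraries had a correlation of −0.0826 across genes, so the numbers did not pair the libraries clearly. Before centring, the median log2 ratio of Ribo-seq to RNA-seq was −0.43, and all shifts are relative to the median of each library. Of the lower genes, 87.3% had an RNA-seq value within 1.5 times the uniform RNA level, against 56.5% of the tested genes and 27.5% of the higher genes, so many of the lower calls may reflect that level and not translation. The 102 genes under 150 nt had a median log2 ratio of 1.34, against −0.32 for the others, and a length bias of the RNA-seq libraries may contribute to the higher calls. The largest rises were ilvX (log2 ratio 10.80, standard error 0.46, adjusted p = 1.2e-05), trpL (10.54) and ibsB (10.54), which had 0 RPKM in RNA-seq replicate 1 and are short. In RNA-seq replicate 2, trpL also had 0 RPKM, ilvX 2.78 and ibsB 4.97 RPKM. These rises therefore cannot be told apart from a loss of short genes in RNA-seq. The largest falls were ymjB (−5.24), yddK (−4.90) and yfdO (−4.78), whose RNA-seq values lay between 39.1 and 76.7 RPKM, near the uniform level. With quantile normalization yfdO did not pass (−2.47, adjusted p = 0.0805). In Ribo-seq, ymjB had 0 RPKM in both replicates and yfdO in replicate 1. The size of these ratios depends on the pseudocount. With 0.1 in place of 1 they were 12.66 for ilvX, 13.86 for trpL and 12.32 for ibsB, which changes the order of the rises. The falls were then −8.53, −6.74 and −6.70 in the order above.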

How the results depend on the processing

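Of 18 results, the direction and the side of the threshold, or for values without a test the value within the spread between replicates, were kept in 78 of the 93 combinations of result and alternative that were set before the data were examined. Some of the 78 could not differ. A mean of at least 10 RPKM removed no gene from most results on RNA-seq within operons, and their values were identical. The exceptions follow, and for each of them the cause was not tested unless stated.

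With the CV of linear RPKM, the "Pathway" slope at RNA level rose to 0.0406 (permutation p = 0.0262) and passed the threshold, and the difference in CV between "Complex" and "Pathway" operons was −0.0589 (p = 0.138) and no longer passed it. With the SD of log2 RPKM the same difference was −0.0861 (permutation p = 0.168). Without ribosomal protein genes, the difference in R2 between "Complex" and "Pathway" changed sign to −0.0402 (permutation p = 0.642); it passed the threshold in neither case. The correlation between Ribo-seq replicates was 0.978 over genes with a mean of at least 10 RPKM and 0.983 with a pseudocount of 1 and no filter. With quantile normalization, 1821 genes had a shifted translational efficiency in place of 2954; yfdO was the only named gene of 6 to lose its call there.

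Leaving out a replicate changed values by more than the spread between replicates in 7 results, without a change of sign. Only the difference in CV between "Complex" and "Pathway" was changed this much by both fits, and the others by 1 of the 2 fits. Over the 2 fits that each left out 1 replicate, the "Pathway" slope was between 0.00370 and 0.00403, the difference in CV between "Complex" and "Pathway" between −0.0203 and −0.0190, the Ribo-seq CV minus its randomized control between −0.0843 and −0.0838, and the Ribo-seq CV minus the RNA-seq CV between 0.0109 and 0.0229. The difference in the spread of translational efficiency was between 0.0186 and 0.0249, and the difference between gene pairs with long and short intervals between 0.24 and 0.37 in RNA-seq and between 0.50 and 0.56 in Ribo-seq. The count of genes with shifted translational efficiency was not run without a replicate, since 1 library of each kind would remain.

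Of the alternatives chosen after seeing the data, Ribo-seq values in place of RNA-seq took the count of operons with inverse order in Figure 5C from 4 to 6. With the uniform RNA level of genes with little translation subtracted, the Ribo-seq CV minus the RNA-seq CV reversed to −0.0383, and to −0.0104 over genes with at least 200 RPKM left; it was −0.00361 over those genes without subtraction. The number of genes with shifted translational efficiency was 1354 after subtraction and 1537 over the same 2302 genes without it. Subtraction also enlarged other values by more than 1.5 times without a change of direction or of the side of the threshold. Subtraction leaves fewer genes, so the value over the same genes without subtraction is given in parentheses. The difference in CV between "Complex" and "Pathway" went from −0.0172 (−0.0171) to −0.0557. The decline along the operon went from −0.17 (−0.20) to −0.39. The difference between gene pairs in RNA-seq went from 0.34 (0.32) to 0.55. The slopes went to 0.0127 (0.00569) for "Complex" and to 0.00684 (0.00374) for "Pathway". The difference in the spread of translational efficiency went from 0.0276 (0.00149) to 0.0651. There the choice of genes alone also moved the value. The filter of at least 10 recovered reads left the same numbers of genes and operons in the 14 results it was applied to. Their values were therefore identical, and the filter cannot show whether they depend on depth. Depth limits the values of genes with fewer than 10 reads.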

Differences from the paper's values

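The RNA abundance printed in Figure 5C differed from the RNA-seq means for 9 of 21 genes. The paper's value for aceB is about 1600 in Fig. 5C, read by eye, and the RNA-seq mean was 2679 RPKM. For betA the paper shows about 41 in Fig. 5C, read by eye, against 97.3 RPKM, for betB about 57 in Fig. 5C against 114 RPKM, and for betI about 59 in Fig. 5C against 127 RPKM. For uxuA the paper shows about 62 in Fig. 5C, read by eye, against 103 RPKM, and for uxuB about 27 in Fig. 5C against 90.0 RPKM. The paper's value for otsA is about 170 in Fig. 5C, read by eye, against 304 RPKM. For cysC it is about 1800 in Fig. 5C against 241 RPKM, and for cysN about 670 in Fig. 5C against 361 RPKM. Of the alternatives set before the data were examined, leaving out replicate 2 brought uxuA within 1.5 times the paper's value (88.4 RPKM), and none brought in the other 8 genes. With Ribo-seq values in place of RNA-seq, an alternative chosen after seeing the values, 0 of the 21 genes differed.

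The randomized control of the RNA CV has a median of about 0.45 for "Complex" and about 0.38 for "Pathway" in the paper's Fig. 4A, read by eye, and the shuffled medians were 0.118 and 0.112. With the CV of linear RPKM, an alternative set before the data were examined, they were 0.598 and 0.564, still higher than the paper's values but within the limit of 1.5 times; none of the other alternatives that were run came within it.

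The regression slope of the RNA CV is about 0.0002 for "Complex" in the paper's Fig. 4A, read by eye, against 0.00657, and about 0.0089 for "Pathway" in Fig. 4A against 0.00363. None of the alternatives run for the slopes brought either within the spread between replicates. With the CV of linear RPKM, the only alternative within the limit for the randomized medians, the slopes were 0.0421 for "Complex" and 0.0406 for "Pathway". The scale of the paper's CV is not settled by these values, so its slopes may not be on the scale of 0.00657 and 0.00363. The nearest to the paper's "Pathway" slope were 0.00601 with operon size by listed genes and 0.00684 with the uniform RNA level subtracted, the latter chosen after seeing the values. The slopes were not computed with Ribo-seq values.

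The paper states that the order of RNA and protein is inverse in more of the operons of Figure 5C than was found with the RNA-seq libraries, where it was inverse in 4 of 9. Leaving out either replicate, or counting only an order given by both, left the count at 4. With Ribo-seq values in place of RNA-seq, chosen after seeing the values, it was 6.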

Other observations

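In the tests below, those of the values in Figure 5C, of exchanged labels and of the uniform RNA level in gene pairs and along operons were chosen only after the result was seen. As the design holds a single condition, no biological explanation was tested, and GC content was not tested.

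The RNA abundance shown in Figure 5C lay closer to the Ribo-seq means than to the RNA-seq means for 21 of 21 genes. The median absolute log2 ratio was 0.0175 to Ribo-seq and 0.357 to RNA-seq, with maxima of 0.05 and 2.90, so the values shown are consistent with Ribo-seq values. Exchanged labels of the RNA-seq and Ribo-seq libraries would give the same result. Genes shorter than the 50 sequencing cycles cannot hold a full-length read of the mRNA-seq libraries, and of 8 such genes 1 had reads in both RNA-seq libraries and 6 had reads in both Ribo-seq libraries, which goes against exchanged labels. With Ribo-seq, the order against protein was inverse in 6 of the 9 operons, and in 5 of these both replicates gave the same order; dadA against dadX was the exception, with a log2 ratio of −0.02 (0.18 and −0.16).

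The caption of Figure 5A gives strain MG1655. Its protein labels for the bio genes and RpsD equal the BW25113 copies of Supplementary Table S3, so the strain shown is in doubt. The same genes had these values in the RNA-seq libraries of BW25113 (mean ± SD of 2 replicates). In operon ID 3641, rplQ had 2614 ± 442 RPKM, rpoA 3069 ± 242, rpsK 2700.3 ± 239, rpsM 3577 ± 728 and rpsD 5635 ± 1326 RPKM. In operon ID 3767, argC had 344 ± 12.5 RPKM, argB 242 ± 13.7 and argH 230.2 ± 37.4 RPKM. In operon ID 3157, bioB had 136 ± 22.1 RPKM, bioF 108 ± 16.6, bioC 93.4 ± 8.86 and bioD 109.9 ± 2.29 RPKM.

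The RNA CV within operons stayed below its randomized control with the uniform RNA level subtracted, by −0.0824 over 310 operons (permutation p = 1e-04, the smallest the shuffles can give), so that level does not fully explain the low CV. Over the same genes without subtraction the difference was −0.0519; subtraction raises the real and the randomized CV alike, so the wider gap is not evidence of a stronger effect.

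With RNA-seq values, the higher R2 of RNA and protein in the "Complex" group may come from ribosomal protein genes, since the difference was −0.0402 without them. With Ribo-seq values, R2 without these genes was still higher in the "Complex" group, at 0.469 against 0.391 in the "Pathway" group, which was not tested. Subtraction of the uniform RNA level did not shrink the difference with RNA-seq values. It was 0.112 after subtraction (permutation p = 0.230) and 0.105 over the same genes without it (permutation p = 0.274). Neither is distinguishable from 0, so no more is concluded about that level. The difference itself had not passed the threshold.

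The hypothesis that translational efficiency varies more within "Pathway" than within "Complex" operons was tested and not borne out. The median SD of log2 translational efficiency within operons was 0.52 in 288 "Pathway" and 0.49 in 75 "Complex" operons, a difference of 0.0276 (permutation p = 0.719). Within operons, protein copies followed RNA-seq with a correlation of 0.548 and Ribo-seq with 0.416, across 836 genes of 302 operons (both permutation p = 1e-04, the smallest the shuffles can give); genes are not independent replicates, and the difference between these correlations was not tested.

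Adjacent genes with an interval of 40 nt or more differed more in RNA level than genes closer together. The median absolute log2 ratio was 0.77 in 135 pairs and 0.43 in 446 pairs, a difference of 0.34 (permutation p = 1e-05, the smallest the draws can give). In Ribo-seq it was 1.14 and 0.55, a difference of 0.58 (permutation p = 1e-05). The RNA difference was 0.30 among pairs of genes of at least 600 nt (permutation p = 0.000120, 88 against 262 pairs) and 0.35 without ribosomal protein genes, so neither gene length nor these genes accounted for all of it. With the uniform RNA level subtracted, the medians were 1.31 in 116 pairs and 0.76 in 392 pairs. The difference was then 0.55 (permutation p = 1e-05). Over the same genes without subtraction the medians were 0.78 and 0.46, a difference of 0.32 (permutation p = 3e-05). Subtraction stretches every log ratio, so the larger value is not evidence of a stronger effect. Because every ratio is stretched, a difference left after subtraction does not show whether that level contributes. Noise left by subtraction was not tested here, so the question stays open.

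RNA was lower in the last than in the first listed gene of the operon, by a median log2 difference of −0.17 over 363 operons, and in 213 of them (sign-flip permutation p = 0.00124). A uniform level added to both genes shrinks their log ratio without changing its sign. With that level subtracted the difference was −0.39 (permutation p = 0.000720, lower in 186 of 310 operons), against −0.20 over the same genes without subtraction. Subtraction stretches the ratio whatever its cause, so the larger value tests nothing. By its sign alone, a level equal in both genes cannot produce the decline. In the 184 operons whose last gene was longer it was −0.14 (permutation p = 0.0464), so gene length alone did not account for it.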
